A study of Mus musculus with 4 samples. Its data were reported in "Age-related epithelial defects limit thymic function and regeneration" (2024).

How the data were processed

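Droplet-based 3′ single-cell RNA-seq had been performed by the authors on CD45-negative thymic cells of 6-month-old mice, with 4 libraries in all. The labels place 2 libraries in a control group called mock, with a wild-type genotype, and 2 in a mutant group. The study's text names the mutants as homozygous for the LacZ allele of Foxn1, a hypomorphic allele. The groups are written here as WT and Z/Z, and the libraries as WT 1, WT 2, Z/Z 1 and Z/Z 2. According to the protocol, thymi of several mice were digested together, CD45-positive cells were depleted with magnetic beads, and the remaining cells were sorted. The shares of cell types therefore depend on digestion and on this sort. The protocol gives the sex as female and the characteristics give it as male, so sex-linked transcripts were tabulated per library. The chemistry is given as the v2 kit in the labels and as a v3 chip in another part of the methods, and which of these applies was not resolved.

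The authors mapped the reads with Cell Ranger 7.0.1 to a mouse mm10 reference and deposited UMI counts per gene and barcode, 1 matrix per library for barcodes called as cells and 1 for all barcodes seen. These counts are not normalized. They include intronic reads, since the share of reads assigned to the transcriptome (64.7% to 67.3%) exceeded the exonic share (49.0% to 51.4%). The deposited summaries per library also give sequencing saturation and mapping as a percent of reads, and those percent values were used as given. The counts of the called barcodes were the same in both matrices, with 0 entries differing in each library. The matrices list 32285 features with Ensembl identifiers and symbols, and 32158 of these were placed on GRCm38 (mm10) with the GENCODE vM21 annotation. The positions given in the report come from that annotation. Ribosomal protein and haemoglobin genes, 100 features, were left out, as in the study.

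The files held 13981 called barcodes. Cells were kept when they had more than 1000 detected genes and under 20% mitochondrial UMIs, which left 10245. The study applied these limits by cluster and not by cell. Doublets were scored per library with the Scrublet routine of scanpy 1.11.5. Its automatic threshold marked 13 cells in all, 0.127%, which was taken as a failure, and the 3.9% of cells with the highest score in each library were removed, after the multiplet rate in the labels. This removed 399 cells and left 9846. The study corrected its neighbour graph for sample with harmony. That tool was not used here, no batch correction was applied in the primary analysis, and a batch-balanced neighbour graph was tried as an alternative.

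Counts were scaled to 10000 per cell and log-transformed with a pseudocount of 1. The 3500 most variable genes were scaled, with values capped at 10, and reduced to 35 principal components for all cells and 45 for epithelial cells. The 98 genes used as markers or panel members, Foxn1 among them, were held out of this step, so that clusters were not built from the genes later compared. Clusters were found by Leiden partition (leidenalg 0.10.2, resolution 1, seed 0) of a shared-neighbour graph with 20 neighbours. Clusters were named from marker lists fixed before the data were examined. A cluster took the name of the list with the highest mean of marker values relative to the highest cluster, with a mean of at least 0.2 for a lineage and at least 0.5 for an epithelial class. It also had to have at least 3 of the markers detected in 20% of its cells. A cluster called aaTEC2-like had, in addition, Epcam UMIs in under 25% of cells, Vim UMIs in at least 20% and Pdgfra UMIs in under 20%, because the study describes age-associated thymic epithelial cells (aaTECs) of the second kind as lacking EpCAM. These naming thresholds were set after seeing the data, and the shares of the clusters they leave unnamed are given per group in the report. A cluster whose cells had a median UMI count below 1/3 of that of their own library, with none of its markers among its 10 leading genes, was set apart as low in UMIs. When lineages were named, both aaTEC lists were compared too, and a named cluster that best matched one of them counted as thymic epithelium. All names are rebuilt from markers, carry the suffix -like for epithelial classes, and may differ from the study's annotation.

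For each library, UMIs were summed over the cells of a lineage, and the sums were compared between groups with libraries, not cells, as replicates. The test was edgeR's quasi-likelihood F test (edgeR 4.0.16 in R 4.3.3, limma 3.58.1) with TMM factors and filterByExpr, two-sided, at a Benjamini-Hochberg adjusted p of 0.05. The study compared cells by rank-sum tests, which treat the cells of 1 library as independent and were not used. Fold changes are Z/Z over WT on the log2 scale with their standard errors (SE), and values per library are counts scaled to library size (CPM) with TMM factors. Panels of genes that the study names were tested with limma's fry on the same fit, with camera at a preset correlation of 0.01 beside it, and their p-values were adjusted over the 5 panels, a step added after seeing the data. Panel genes and Foxn1 were always named in the text. In each lineage, the 5 higher and 5 lower genes with the smallest p-value were also named, among genes past the threshold whose CPM in both Z/Z libraries lay on the same side of both WT libraries. Where a gene is named for another reason, this is stated.

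Shares of cells were compared with an exact two-sided permutation test over the libraries. With 2 libraries against 2 this exact permutation test cannot go below p = 0.333, so it cannot pass a threshold of 0.05. Numbers of cells per epithelial class were therefore also tested with edgeR, with the total of epithelial cells as library size. Shares per library have 95% Clopper-Pearson intervals, and a count of 0 is given with the share that 3 counts would make. Intervals and these limits cover counting error only. To compare the share of cells with a Foxn1 UMI, each cell was thinned to 2000 UMIs and shallower cells were left out.

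The edgeR and DESeq2 (1.42.0) steps were tested on simulated data, with counts drawn for the genes of each lineage at the libraries' means and sizes and 200 genes changed by known folds. In the epithelial sums, over 18227 genes, edgeR recovered 39.5% of the changed genes and 7.06% of its calls were false. In the fibroblast sums, over 13512 genes, it recovered 84.0% with 11.1% false. In the endothelial sums, over 10992 genes, it recovered 79.5% with 9.14% false. The share of false calls was above the nominal level in all 3 lineages. The simulation was not repeated, and 6 false calls of 85 in the epithelial sums do not establish an excess there. The 200 changed genes were drawn among genes with higher counts, and 4235 genes were called in the measured epithelial sums. These rates may therefore not carry over to the data. DESeq2 recovered 62.0%, 77.5% and 59.5% of the changed genes in the epithelial, fibroblast and endothelial sums. Its false calls there were 19.0%, 7.19% and 0%.

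The alternatives chosen before the data were examined were size factors by relative log expression, DESeq2, no filter on low counts, the replicate number as a block, subtraction of the profile of empty droplets, thinning of cells before summing, other limits on genes and mitochondrial UMIs, no doublet removal, clustering with the marker genes, the balanced graph, other epithelial resolutions, and leaving out each library. Barcodes shared between libraries kept once, an unnamed cluster counted as epithelium, and low-UMI clusters left out of the stromal cells were added after seeing the data. A further test of doublets in that cluster is not reported here. The subtraction of the empty-droplet profile removed a fixed 10% of each sum's UMIs, a share that was not estimated from the data. Cells of clusters named haematopoietic, erythroid or parathyroid were left out of the denominators. Clusters low in UMIs stayed in, among them 77 cells of WT 2 whose best match was the haematopoietic list. Each value rests on 2 libraries per group, with 105 epithelial cells in WT 2, and these numbers limit the precision.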

Results

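Gene expression was measured by droplet-based 3′ RNA-seq in single CD45-negative cells of the thymus of 6-month-old mice, in 2 libraries from wild-type mice (WT) and 2 from mice with the altered Foxn1 allele (Z/Z). Foxn1 encodes a transcription factor of thymic epithelial cells, and the comparison asks how the stroma of the thymus differs when it is reduced. The libraries held 2731 called cells in WT 1, 1192 in WT 2, 5558 in Z/Z 1 and 4500 in Z/Z 2. They contained 29298450, 8468086, 50705511 and 41475499 UMIs, in the same order. The median number of UMIs per called cell was 4644, 1983, 6388.5 and 5683.5. Sequencing saturation was 88.2%, 95.2%, 85.8% and 65.2%. After filtering, 1458, 456, 4455 and 3477 cells were kept, and the share of called cells that passed the limits on genes and mitochondrial UMIs was 55.5% and 39.8% in the WT libraries against 83.4% and 80.4% in the Z/Z libraries. Libraries of the same genotype shared called barcodes and libraries of different genotype hardly did. The labels give no sequencing run, so an effect of the run on the comparisons could not be tested. Sex-linked transcripts had the same pattern in all 4 libraries. Over all kept cells, Xist had 0.438, 0.450, 0.496 and 0.214 CPM and Ddx3y had 114, 136, 119 and 103 CPM, which is the pattern of male cells.

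Of the kept cells, 1340, 409, 4422 and 3425 were stromal. Thymic epithelial cells (TECs) were 558, 105, 1958 and 1543 of these, in the order WT 1, WT 2, Z/Z 1 and Z/Z 2. Their share of stromal cells was 33.7% ± 11.3 (SD, n = 2) in WT and 44.7% ± 0.546 (SD, n = 2) in Z/Z. A cluster of 12, 0, 553 and 380 cells, in the same order, counted as TECs only because its best match was the aaTEC2 list (0.393). The higher TEC share in Z/Z, and the lack of overlap between the groups in it, depend on counting this cluster as epithelium. Unnamed or low-UMI clusters held 0.522% and 18.8% of stromal cells in WT and 3.19% and 3.85% in Z/Z. With low-UMI clusters left out, a choice made after seeing the data, the TEC share was 41.9% and 31.6% in WT and 44.6% and 46.3% in Z/Z. Fibroblasts made up 45.7% ± 1.47 (SD, n = 2) in WT and 24.5% ± 4.13 (SD, n = 2) in Z/Z. Endothelial cells made up 7.12% ± 1.43 (SD, n = 2) in WT and 17.7% ± 2.72 (SD, n = 2) in Z/Z. Low-UMI clusters stayed in the denominators of the fibroblast and endothelial shares, with 77 of 409 cells in WT 2. The spread between the WT libraries in these shares depends on that choice. The groups did not overlap in the shares of TECs, fibroblasts and endothelial cells, the exact permutation p was 0.333 for each of these 3, and this is the smallest value that 2 libraries against 2 can give. These shares also depend on depletion of CD45-positive cells, digestion and the sort, and the size of that effect was not tested. A cluster without a name, with S100b among its leading genes, held 0 of 1340 cells in WT 1, which allows up to 0.224%, and 0 of 409 cells in WT 2, which allows up to 0.733%. It held 2.56% of stromal cells in Z/Z 1 (95% Clopper-Pearson interval 2.11% to 3.06%) and 1.14% in Z/Z 2 (0.811% to 1.55%). It was left out of the epithelium.

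Foxn1 (ENSMUSG00000002057, chromosome 11, 78357577 to 78386558, minus strand, GRCm38) was examined first in the UMI sums of TECs, because it is the altered gene. These sums held 12287981, 2395166, 20352442 and 18063449 UMIs. They mix all epithelial classes, so a change in them can come from the numbers of cells in each class. Foxn1 was detected in all 4 libraries, with 1113 UMIs in WT 1, 299 in WT 2, 1037 in Z/Z 1 and 1238 in Z/Z 2. The CPM were 85.8 and 120 in WT and 54.2 and 71.6 in Z/Z. Foxn1 was lower in 2 of 2 Z/Z libraries, with a log2 fold change of −0.70 (SE 0.23), and did not pass the threshold (edgeR adjusted p = 0.0835). The result lay close to the threshold, since the fold change was −0.72 under DESeq2, −0.63 with no filter on low counts and −0.94 without WT 1, all 3 past the threshold, and −0.32 in sums of cells thinned to equal depth, which did not pass. Over all alternatives its adjusted p ranged from 0.0406 to 0.362. Where the LacZ cassette lies in Foxn1 is not given in the sources used here, so counts of 3′ tags may not report on the altered allele.

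The share of TECs with at least 1 Foxn1 UMI was compared after each cell had been thinned to 2000 UMIs, because the median depth of TECs was 16863.5 and 17836 UMIs in WT but 6746.5 and 7024 in Z/Z. Thinning left out 8 WT cells and 96 Z/Z cells. The share was 10.7% and 13.3% in WT and 7.64% and 8.64% in Z/Z, with means of 12.0% and 8.14% (exact permutation p = 0.333). Without thinning it was 41.9% and 26.6%. Fibroblasts, which should lack Foxn1, had median depths of 14367, 14676, 10316 and 10495 UMIs. Of the thinned fibroblasts, 0.169% in WT 1 and 0.165% in Z/Z 1 had a Foxn1 UMI, and there were 0 of 191 cells in WT 2, which allows up to 1.57%, and 0 of 737 in Z/Z 2, which allows up to 0.407%. Unthinned, the means were 0.596% in WT and 0.342% in Z/Z.

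TECs were divided into 14 clusters, of which 8 carried the markers of a class of the study and 6 stayed without a name. Cells like the first age-associated class (aaTEC1-like) expressed Cldn3, Plet1, Krt5 and Krt8. Cells like the second (aaTEC2-like) had Pdpn, Vim and H2-Aa with few Epcam UMIs. The aaTEC2-like cells were 2.33% of TECs in WT 1 (95% Clopper-Pearson interval 1.25% to 3.95%) and 0 of 105 cells in WT 2, which allows up to 2.86%. They were 28.2% in Z/Z 1 (26.3% to 30.3%) and 24.8% in Z/Z 2 (22.6% to 27.0%). The group means were 1.16% and 26.5%, and an edgeR test of the cell numbers gave a log2 fold change of 3.90 (SE 0.74, adjusted p = 0.00128). Doubling the resolution of the clustering moved the difference most, from 25.3 to 11.4 percentage points. This call was lost without Z/Z 2 (3.95), and the fold change was 11.3 without WT 1, where the remaining control count is 0. The aaTEC1-like cells rose from 5.54% ± 4.29 (SD, n = 2) to 12.2% ± 0.871 (SD, n = 2), with a log2 fold change of 1.45 that did not pass the threshold (SE 0.65, adjusted p = 0.0814). It passed in 3 alternatives, with 1.77 at a limit of 500 genes per cell, 1.39 on a balanced neighbour graph and 1.62 at 0.5 times the resolution, and its adjusted p ranged from 0.0286 to 0.669. Both classes combined were 4.84% and 8.57% of all TECs in WT and 41.0% and 36.3% in Z/Z.

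The cluster highest in Aire, Fezf2, Cd80 and Cd40 had the list of the study's Aire-expressing class (mTEC2) as its best match (score 1). It is called epithelial cluster 2 here, because Cd52 of the haematopoietic list was among its leading genes and no mTEC2 marker was. S100a8, Lyz1 and Il13 also led it. The study places tissue-restricted antigens that depend on AIRE or FEZF2 largely in mTEC2 and proliferating mTECs. The leading genes alone therefore do not tell immune contamination from expression by mTEC2. Epithelial cluster 2 made up 50.5% and 47.6% of TECs in WT and 2.91% and 5.18% in Z/Z, a log2 fold change of −3.61 in edgeR (SE 0.61, adjusted p = 0.000821). The T cell receptor genes Trbc1 and Trbc2 were among the leading genes of the cTEC-like cluster, which fell from 5.85% to 1.38% (−2.22, SE 0.69, adjusted p = 0.0161). This last call was lost whichever library was left out, with fold changes of −1.47 without WT 1, −2.52 without WT 2, −1.57 without Z/Z 1 and −3.58 without Z/Z 2, and the fold change was −0.010 at 0.5 times the resolution. Tuft-like cells fell from 6.26% to 0.924% (−2.81, SE 0.68, adjusted p = 0.00582), a call that was lost without WT 1 (−2.64). The mTEC1-like, basal or goblet-like and neuro-like clusters did not pass the threshold, with shares of 4.50%, 1.67% and 0.358% in WT and 3.79%, 0.946% and 0.373% in Z/Z.

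The 6 clusters without a name held 25.6% of TECs in WT and 49.9% in Z/Z, so the shares of named classes depend on where the thresholds for a name were set, and these were set after seeing the data. Clusters 1, 3, 5, 6, 7 and 12 held 4.29%, 7.57%, 1.94%, 4.50%, 7.19% and 0.0896% of TECs in WT and 18.1%, 12.0%, 9.65%, 5.72%, 3.58% and 0.835% in Z/Z. Clusters 1, 3 and 5 had the aaTEC2 markers as their best match but kept Epcam. Clusters 1 and 5 were called as higher, with log2 fold changes of 2.28 (SE 0.62) and 2.30 (SE 0.61) and an adjusted p of 0.00803 each in edgeR. Cluster 1 was no longer called without WT 1 (1.66) or Z/Z 2 (2.44), and cluster 5 was not without WT 1 (2.33) or WT 2 (2.29). Cluster 12, with 31 cells, lay at the threshold (2.41, SE 0.95, adjusted p = 0.04997) and was not called with any library left out, at 6.35 without WT 1, 2.17 without WT 2, 1.99 without Z/Z 1 and 2.65 without Z/Z 2.

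**Figure D1:**
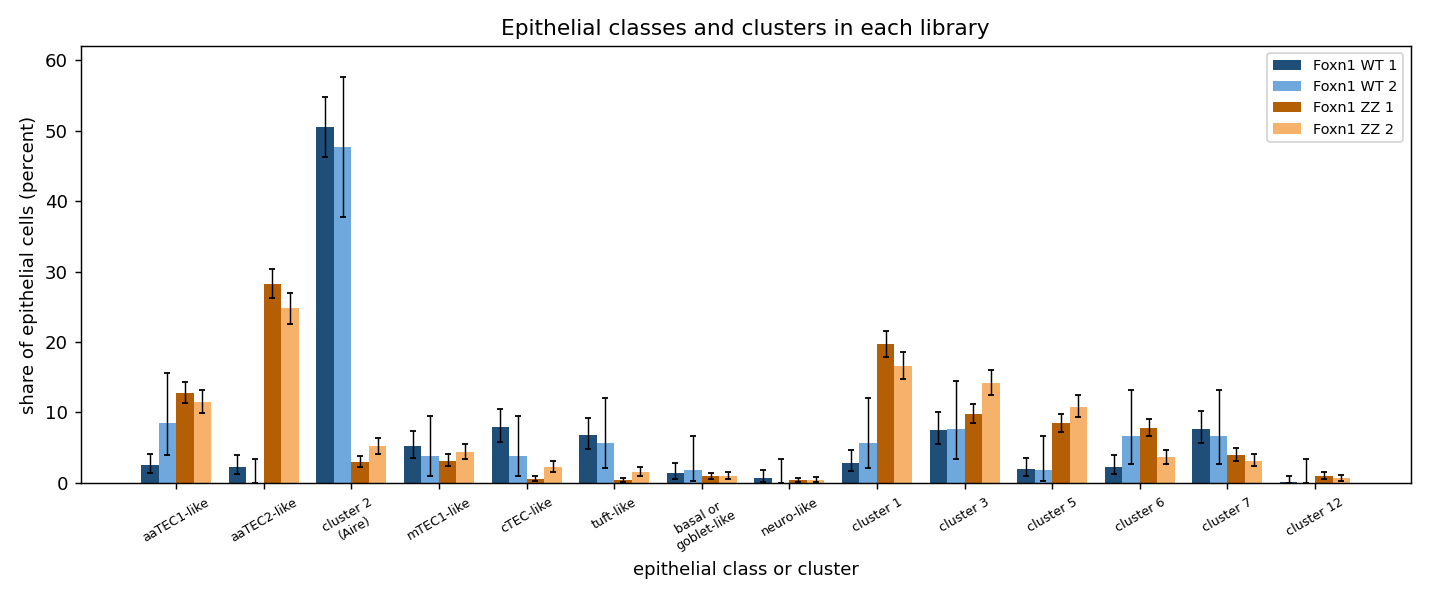
Share of thymic epithelial cells in each cluster, in percent, with 1 bar per library and 95% Clopper-Pearson intervals, which cover counting error only. Epithelial cluster 2 held 50.5% and 47.6% in WT and 2.91% and 5.18% in Z/Z, and aaTEC2-like cells held 2.33% and 0% in WT and 28.2% and 24.8% in Z/Z.

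In the UMI sums of TECs, 18886 genes were tested, and 1963 were higher and 2272 lower in Z/Z (edgeR, adjusted p under 0.05). In 68.1% of the tested genes the groups did not overlap, where chance alone would give 33.3%. The counts moved most without Z/Z 1, to 420 and 445. By the naming rule, the higher genes were Nos1 (log2 fold change 3.90, SE 0.19), Rgs4 (3.02, SE 0.15), Ndrg2 (2.97, SE 0.17), Ddah2 (2.80, SE 0.16) and Fstl1 (2.28, SE 0.14). Each was higher in 2 of 2 Z/Z libraries, with an adjusted p of 0.00647. The lower genes were Sgcz (−5.65, SE 0.17, adjusted p = 0.00219), S100a8 (−3.32, SE 0.15), Slc22a22 (−4.36, SE 0.21), Cadm2 (−3.59, SE 0.18) and Abca12 (−8.43, SE 0.44), the last 4 with an adjusted p of 0.00647. Each was lower in 2 of 2 Z/Z libraries. Abca12 had 648 and 130 UMIs in WT and 1 and 4 UMIs in Z/Z, so its fold change rests on a near-empty group. Nos1 (ENSMUSG00000029361) lies on chromosome 5, 117781032 to 117958840, and led the aaTEC2-like cluster. S100a8 (ENSMUSG00000056054) lies on chromosome 3, 90668978 to 90670035, and led epithelial cluster 2.

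Panels of genes that the study names were compared next, to ask whether programs of TEC function and of the age-associated classes differ. The medullary panel of 5 genes had a mean log2 fold change of −1.30 and a median of −1.96. In limma it gave an adjusted p of 0.00112 over the 5 panels by camera, and by fry a p of 0.0292 and an adjusted p of 0.0730. All 5 genes passed the threshold, both over all genes and adjusted over the list alone. Aire (ENSMUSG00000000731, chromosome 10, 78030022 to 78043610) fell from 207 and 241 CPM to 48.2 and 67.2 CPM (−1.96, SE 0.21, adjusted p = 0.00808). Fezf2 (−2.07, SE 0.30, adjusted p = 0.0123), Tnfrsf11a (−1.53, SE 0.17, adjusted p = 0.00819) and Cd40 (−2.04, SE 0.31, adjusted p = 0.0134) were also lower in 2 of 2 libraries, and Ltbr was higher in 2 of 2 (1.07, SE 0.20, adjusted p = 0.0210). The unadjusted p of fry was 0.167 without WT 1, 0.188 without WT 2 and 0.0530 without Z/Z 1, with panel means of −1.38, −1.22 and −1.03.

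The panel of 5 aaTEC markers had a mean of 0.97 and a median of 0.64, with an adjusted p of 0.0187 over the 5 panels by fry and 0.0012 by camera. Of its genes 2 passed over all genes, and 2 adjusted over the list alone. These were Pdpn (ENSMUSG00000028583, chromosome 4, 143267431 to 143299564), which rose from 67.5 and 66.8 CPM to 471 and 376 CPM (2.66, SE 0.17, adjusted p = 0.00647), and Plet1 (1.31, SE 0.16, adjusted p = 0.00914). Cldn3 (0.64, adjusted p = 0.108), Vim (0.40, adjusted p = 0.199) and Krt5 (−0.15, adjusted p = 0.764) did not pass, although Cldn3 was called with no filter on low counts (0.70). In sums of thinned cells the panel mean was 0.38 and no longer passed, with Cldn3 reversed at −0.63, Krt5 called as lower at −1.25 and Plet1 no longer called at 0.71. The unadjusted p of fry was 0.0923 without WT 1 and 0.0778 without WT 2, with means of 0.96 and 1.04. Of the 5 panels, the medullary and aaTEC marker panels passed 0.05 under camera. Under fry the aaTEC marker panel passed after adjustment in the primary analysis, and the medullary panel only before it. Over the alternatives the adjusted p of fry ranged from 0.0117 to 0.418 for the aaTEC marker panel. It was 0.0536 after subtraction of empty-droplet RNA, 0.118 with the replicate number as a block and 0.252 in sums of thinned cells. For the medullary panel it ranged from 0.0455, with shared barcodes kept once, to 0.418.

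The thymopoietic panel of 9 genes did not pass (mean −0.43, median −0.51, adjusted p of 0.869 by fry and 0.917 by camera), with 4 genes higher and 5 lower, and its mean was 0.27 without WT 1. The direction of its camera test was up while its mean was −0.44 under DESeq2, −0.37 with no filter on low counts, −0.36 with the replicate number as a block and −0.26 without Z/Z 1, and in the last 2 the direction of fry was up as well. In sums of thinned cells its mean was −0.52 and its median 0.00108. Il7 was called over all genes (0.996, SE 0.14, adjusted p = 0.0124), and 3 genes were called adjusted over the list alone. Ccl25 (−2.27, SE 0.66, adjusted p = 0.0618), Dll4 (−1.04, SE 0.31, adjusted p = 0.0621) and Psmb11 (−1.88, SE 0.62, adjusted p = 0.0836) were lower in 2 of 2 libraries and did not pass. In sums of thinned cells Ccl25 (−3.10), Psmb11 (−2.40), Prss16 (−1.46), Cxcl12 (0.86) and Enpep (1.17) passed and Il7 (0.75) did not. With no filter on low counts Ccl25 (−2.21) and Psmb11 (−1.82) passed, and after subtraction of empty-droplet RNA Dll4 (−1.42) did. Prss16 (−0.999), Ly75 (−0.51), Cxcl12 (0.66), Enpep (1.07) and Kitl (0.11) did not pass, with adjusted p from 0.201 to 0.795. The sign of Prss16 changed without WT 1 (0.19), and that of Kitl without WT 2 (−0.18) and after subtraction of empty-droplet RNA (−0.067).

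The epithelial identity panel of 7 genes did not pass (mean −0.22, median −0.50, adjusted p of 0.820 by fry and 0.917 by camera), and its mean was 0.021 and its median −0.17 without Z/Z 1. Without WT 2 its mean was −0.084 while the direction of camera was up. H2-Aa was called over all genes (−0.91, SE 0.23, adjusted p = 0.0432), a call that was lost without WT 1 (−0.94), without WT 2 (−0.88), without Z/Z 1 (−0.64), after subtraction of empty-droplet RNA (−0.92), with the replicate number as a block (−0.94) and without doublet removal (−0.89). Over the list alone 5 genes were called. Krt14 (−1.18, adjusted p = 0.0563), H2-Ab1 (−0.50, adjusted p = 0.218) and Cd74 (−0.67, adjusted p = 0.203) were lower, and Cdh1 (0.58, adjusted p = 0.0528), Krt8 (0.73, adjusted p = 0.0686) and Epcam (0.44, adjusted p = 0.0927) were higher without passing. Under DESeq2, Krt14 (−1.21), Cdh1 (0.56), Krt8 (0.71) and Epcam (0.42) were called, and with no filter on low counts Krt14 (−1.11), Cdh1 (0.65) and Krt8 (0.79) were. Cdh1 was also called at a limit of 500 genes per cell (0.62), under 10% mitochondrial UMIs (0.64) and without doublet removal (0.62), and Krt14 with the block (−1.17) and at 500 genes (−1.15). In sums of thinned cells Krt8 (−0.22) and Epcam (−0.15) had the opposite sign, and Krt14 (−2.31), H2-Ab1 (−0.73) and Cd74 (−1.06) were called as lower. The panel mean there was −0.77, with 6 of 7 genes lower, an adjusted p of 0.0126 by camera and of 0.189 by fry.

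**Figure D2:**
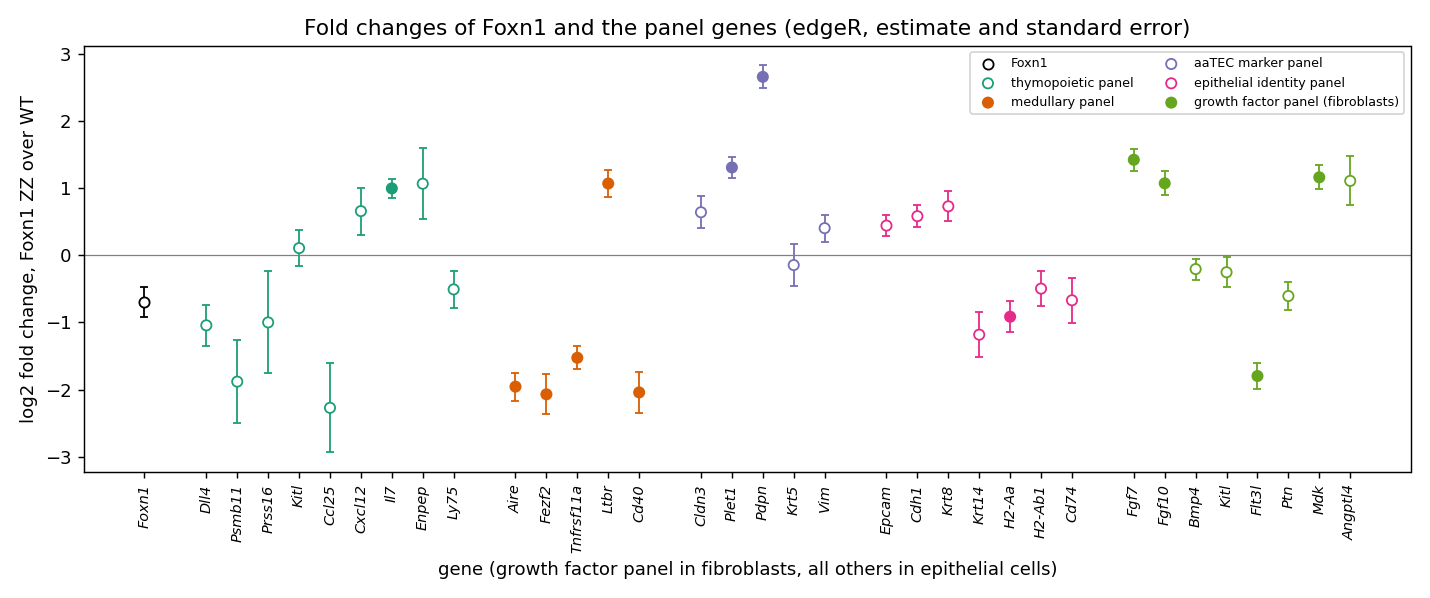
Log2 fold change (Z/Z over WT) of Foxn1 and each tested panel gene in the UMI sums of epithelial cells or fibroblasts, with its standard error, and filled points for genes with an edgeR adjusted p under 0.05. Aire lies at −1.96 and Pdpn at 2.66.

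**Figure D3:**
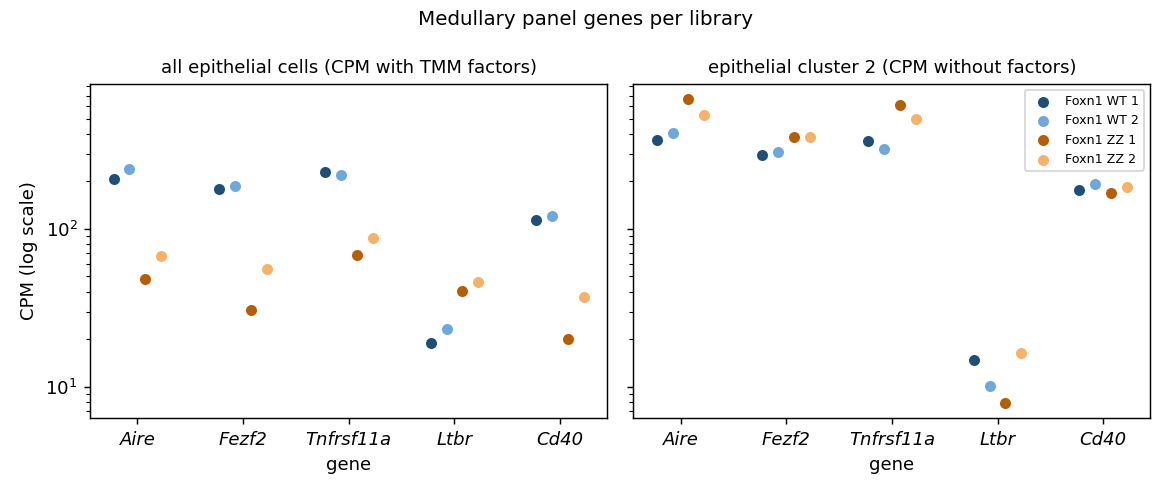
CPM of the medullary panel genes on a log scale, with 1 point per library, in the sums of all epithelial cells (with TMM factors) and in those of epithelial cluster 2 alone (without these factors). Aire lies at 207 and 241 in WT and 48.2 and 67.2 in Z/Z over all epithelial cells, and at 366 and 404 in WT and 668 and 531 in Z/Z within epithelial cluster 2.

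The growth factor panel joins genes that the study gives as epithelial regenerative (Fgf7, Fgf10, Fgf21, Bmp4) or thymopoietic factors (Flt3l, Kitl). It also holds Ptn, Mdk and Angptl4, of families that the study associates with epithelial-to-mesenchymal transition. Fibroblasts were compared because the study reports minor changes of growth factors with age, largely in these cells. Their sums held 8294220, 2837094, 12109229 and 7414621 UMIs. These sums mix fibroblast clusters, so a change in them can come from the numbers of cells in each cluster. Of 13877 genes tested, 242 were higher and 177 lower in Z/Z (edgeR), and in 50.7% of the genes the groups did not overlap, against 33.3% by chance. With no filter on low counts, the counts were 813 and 506. Without Z/Z 2 they were 15 and 10, without Z/Z 1 they were 17 and 9, without WT 1 they were 64 and 47, and without WT 2 they were 99 and 77. The growth factor panel, with 8 of 9 genes tested, did not pass (mean 0.24, median 0.43, adjusted p of 0.180 by fry and 0.175 by camera). On the balanced neighbour graph its mean was 0.19 and the unadjusted p of fry 0.0497, and over all alternatives this p ranged up to 0.325. With no filter on low counts its mean was 0.20 and its median −0.17. Fgf21 was too low to test. By single gene, 4 passed over all genes and 6 adjusted over the list alone. Fgf7 (ENSMUSG00000027208, chromosome 2, 126034658 to 126091185) was higher in 2 of 2 libraries (1.42, SE 0.17, adjusted p = 0.00238), as were Fgf10 (1.07, SE 0.18, adjusted p = 0.0134) and Mdk (1.16, SE 0.18, adjusted p = 0.00988). Flt3l was lower in 2 of 2 (−1.80, SE 0.20, adjusted p = 0.00202). Bmp4 (−0.21), Kitl (−0.25), Ptn (−0.61) and Angptl4 (1.11) did not pass, with adjusted p from 0.147 to 0.603, while Ptn (−0.56) and Angptl4 (1.14) were called with no filter on low counts.

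With libraries left out in turn, each of these 4 calls was lost at least once, while their fold changes stayed near the full values. Fgf7 was lost without Z/Z 1 (1.54) and without Z/Z 2 (1.30). Flt3l was lost without Z/Z 1 (−1.68) and without Z/Z 2 (−1.91). Mdk was lost without WT 1 (1.05), Z/Z 1 (1.31) and Z/Z 2 (0.999), and Fgf10 whichever library was left out (1.07 without WT 1, 1.09 without WT 2, 1.25 without Z/Z 1 and 0.87 without Z/Z 2). By the naming rule, the higher genes in fibroblasts were Gpx3 (2.78, SE 0.18), Cxcl5 (4.16, SE 0.30), Gm12840 (2.63, SE 0.19), Olfr1033 (2.95, SE 0.23) and Lamc3 (3.65, SE 0.29), with adjusted p from 0.000197 to 0.000443. The lower genes were Cdh13 (−3.77, SE 0.22), Ccnd1 (−2.75, SE 0.17), Csf2rb (−2.67, SE 0.18), Nfasc (−2.53, SE 0.19) and Prkg2 (−2.24, SE 0.20), with adjusted p from 0.000197 to 0.000727. Csf2rb has the paralog Csf2rb2, so the assignment of its reads is uncertain. Prkg2 was lost without Z/Z 1 (−2.41) and without Z/Z 2 (−2.11).

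In endothelial cells, the sums held 937877, 190272, 5177172 and 4796106 UMIs, from 109, 25, 696 and 671 cells. A cluster with Rbp7 among its leading genes held 3, 0, 85 and 63 of these cells. Changes in these sums can therefore come from the numbers of cells in each endothelial cluster. Of 11360 genes tested, 107 were higher and 105 lower (edgeR), and in 53.2% of the genes the groups did not overlap, against 33.3% by chance. With no filter on low counts the counts were 474 and 260, where the median log2 fold change of all genes had moved from 0.02 to 0.32. The counts were 272 and 213 without WT 1, 209 and 270 without WT 2, 45 and 32 without Z/Z 1, and 79 and 50 without Z/Z 2. Without WT 1 the median log2 fold change of all genes had moved to 0.31 too. By the naming rule, the higher genes were Cdkn1c (2.58, SE 0.25), Angptl4 (3.33, SE 0.33), Mt1 (2.15, SE 0.24), Plin2 (2.43, SE 0.28) and Rbp7 (1.96, SE 0.23), with adjusted p from 0.0014 to 0.00332. The lower genes were Gm46565 (−2.21, SE 0.28), Syt1 (−2.68, SE 0.35), Vcl (−1.63, SE 0.22), Agmo (−1.51, SE 0.21) and Ldb2 (−1.49, SE 0.21), with adjusted p from 0.00556 to 0.00702. Each of the 10 genes had its direction in 2 of 2 Z/Z libraries. Syt1 overlaps the listed feature Gm5136 and Ldb2 overlaps Gm3364 on the same strand, so the assignment of their reads is uncertain. Mt1 was reversed after subtraction of empty-droplet RNA (−1.55). Calls were lost without WT 1 for Gm46565 (−1.54) and Syt1 (−1.98), and without Z/Z 1 for Agmo (−1.44). Syt1 was not called after the subtraction (−3.07), and Vcl was not called in sums of thinned cells (−1.01).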

Values the study reported

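The study excluded 5,594 cells of this experiment, 40.0% of the data, from its own analysis. In 6-mo mutant mice it placed approximately 50% of TECs in the aaTEC1 and aaTEC2 subsets combined.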

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

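Both tests of the shared barcodes in this part were chosen only after the result was seen. The 2 WT libraries had 202 called barcodes in common, and the 2 Z/Z libraries had 249. This drew attention because barcode identity between libraries is outside the expression measurement, and libraries of different genotype shared at most 6 barcodes. The shared barcodes were 7.40% of those called in WT 1 and 16.9% in WT 2, and 4.48% in Z/Z 1 and 5.53% in Z/Z 2.

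Chance reuse of a barcode would give like numbers between genotypes, and the most found there was 6. For a shared barcode, the correlation across genes between its profiles in both libraries had a median of 0.517 in WT, against 0.313 when barcodes were shuffled, and of 0.490 against 0.352 in Z/Z. Genes are not independent replicates, so these correlations carry no test. The smaller of both profiles held a median of 3.24% of the UMIs of the larger in WT and 1.78% in Z/Z. These values are consistent with molecules that were transferred between libraries sequenced together, and a candidate explanation is index swapping within a run. After filtering, 21 and 32 of the smaller profiles were still among the kept cells. Keeping each shared barcode only in the library with more UMIs, an alternative chosen after seeing the data, left the calls of the comparisons and of the named genes in place except that of cTEC-like abundance (−0.53) and reversed a neuro-like share that was near 0 (−0.000785). Over all genes, 4111 of the 4235 calls in TECs, 375 of 419 in fibroblasts and 200 of 212 in endothelial cells were kept. What caused the change in cTEC-like abundance was not tested. The WT libraries and the Z/Z libraries may each have been sequenced as a set. The labels give no run, so this was not tested beyond the sharing of barcodes, and an effect of the run on the comparisons stays open. No biological explanation was tested for the barcodes themselves.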

How the results depend on the processing

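Alternatives that kept each shared barcode in 1 library, counted the cluster without a name as epithelium or left low-UMI clusters out of the stromal cells were chosen only after the data were seen, and the others were planned. Apart from leaving out libraries, 293 values of the comparisons were kept, 43 moved, 16 lost a call, 7 gained one and 5 reversed. Kept values had the same direction and side of the threshold or, with no test, stayed within the spread between replicates. Counts of changed genes have neither, and were judged by a tolerance not given here. In TECs, against 1963 higher genes, 2685 with no filter counted as kept and 1132 with thinned cells as moved. The same rules apply below where libraries are left out. Of the 64 results for single genes, 43 were called, and 29 of these were called under every alternative that could test them, leaving out each library included. Among these were Aire, Fezf2, Tnfrsf11a, Cd40 and Pdpn and all 10 genes named by rule in TECs. The difference in the TEC share of stromal cells stayed between 3.02 and 19.0 percentage points, that in aaTEC1-like cells between 3.58 and 9.64, and the fold change of aaTEC2-like abundance between 3.42 and 11.3. In every alternative, named clusters that best matched an aaTEC list counted as TECs. Panel calls below refer to the unadjusted p of fry (camera for DESeq2). Where a result changed and no reason is given, the cause was not tested.

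Counts of changed genes depended on how the sums were made. Thinning cells before summing, which removes UMIs by construction, gave 1132 higher and 1648 lower genes in TECs, 100 higher and 75 lower in fibroblasts, and 31 higher and 31 lower in endothelial cells. Under it the mean of the aaTEC marker panel was 0.38 and no longer passed, and Cldn3 (−0.63), Epcam (−0.15) and Krt8 (−0.22) reversed without a call on either side. Thinning also gained calls in TECs, lower for Ccl25 (−3.10), Psmb11 (−2.40), Krt14 (−2.31), Prss16 (−1.46), Krt5 (−1.25), Cd74 (−1.06) and H2-Ab1 (−0.73) and higher for Enpep (1.17) and Cxcl12 (0.86). It lost those of Il7 (0.75) and Plet1 (0.71) in TECs, Fgf10 (0.83) in fibroblasts and Vcl (−1.01) in endothelial cells. With no filter on low counts, more genes were tested by construction, and 813 were higher and 506 lower in fibroblasts and 474 higher and 260 lower in endothelial cells. Subtraction of empty-droplet RNA gave 63 and 55 in endothelial cells, with Mt1 reversed there (−1.55) and Kitl reversed in TECs (−0.067). It gained the call of Dll4 (−1.42) and lost those of H2-Aa (−0.92) in TECs and Syt1 (−3.07) in endothelial cells. A limit of 500 genes per cell gave 49 and 42 in endothelial cells and reversed Krt5 in TECs (0.025). The limit of 500 genes also gained the calls of Cdh1 (0.62) and Krt14 (−1.15) in TECs. Cdh1 was called under 10% mitochondrial UMIs (0.64) and without doublet removal (0.62), where H2-Aa (−0.89) was not. With no filter, Ccl25 (−2.21), Psmb11 (−1.82), Krt14 (−1.11), Cdh1 (0.65), Cldn3 (0.70) and Krt8 (0.79) were called in TECs, and Ptn (−0.56) and Angptl4 (1.14) in fibroblasts. DESeq2 called Krt14 (−1.21), Cdh1 (0.56), Krt8 (0.71) and Epcam (0.42). Foxn1 was called under DESeq2 (−0.72) and with no filter (−0.63), and its adjusted p ranged from 0.0406 to 0.362 over its alternatives. The growth factor panel passed on the balanced neighbour graph (0.19).

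Shares of epithelial classes depended on filters and clustering, and are given here as Z/Z minus WT in percentage points. With the limit of 500 genes per cell, the difference was 22.9 for aaTEC2-like, −28.6 for epithelial cluster 2, −6.67 for tuft-like, −0.263 for cTEC-like and −0.275 for basal or goblet-like cells, it reversed for neuro-like cells (−0.377), and it was −0.702 for cells with a Foxn1 UMI. With under 10% mitochondrial UMIs, it was 19.8 for aaTEC2-like cells, 27.3 for both aaTEC-like classes, −0.323 for basal or goblet-like and −1.83 for mTEC1-like cells, and −5.89 for cells with a Foxn1 UMI. Without doublet removal, it was 16.2 for aaTEC2-like cells, 24.0 for both aaTEC-like classes, −0.464 for basal or goblet-like, −4.43 for mTEC1-like and −6.63 for tuft-like cells, reversed for neuro-like cells (−0.382), and −5.45 for cells with a Foxn1 UMI. Without thinning the last difference was −15.3. Clustering with the marker genes gave 16.4 for aaTEC2-like cells and 22.9 for both classes. The balanced graph gave −5.57 for mTEC1-like cells and −49.8 for epithelial cluster 2. Doubling the resolution gave 11.4, 18.0, −5.10 and −26.4 for aaTEC2-like cells, both aaTEC-like classes, mTEC1-like cells and epithelial cluster 2, and 0.5 times the resolution reversed the cTEC-like difference (0.367). Keeping shared barcodes once reversed the neuro-like difference (−0.000785).

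In the edgeR test of cell numbers, the log2 fold change of aaTEC1-like cells passed with 500 genes per cell (1.77), on the balanced graph (1.39) and at 0.5 times the resolution (1.62). The call for cTEC-like cells was lost with 500 genes per cell (−0.11), under 10% mitochondrial UMIs (−1.29), without doublet removal (−1.39), with marker genes in the clustering (−1.33), on the balanced graph (−2.75), at 0.5 times the resolution (−0.010) and with shared barcodes kept once (−0.53). Under the limit of 10% mitochondrial UMIs, tuft-like cells were no longer called (−2.89) and neuro-like cells reversed (0.29). The mTEC1-like cells passed on the balanced graph (−1.42). With the cluster without a name counted as epithelium, cluster 12 was not called (2.35).

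The labels give libraries of both genotypes the same replicate numbers, so the number was tried as a replicate block. The deviations of both groups from their means correlated across genes at −0.09 in TECs, −0.06 in fibroblasts and −0.007 in endothelial cells. A large effect shared by libraries of the same number was thus not seen. Whether the numbers pair the libraries was not settled by this, because other differences between libraries can hide a pairing. The block takes 1 residual degree of freedom by construction. With it, 1130 genes were higher and 1452 lower in TECs, 349 higher and 264 lower in fibroblasts, and 194 higher and 173 lower in endothelial cells. The mean of the medullary panel was −1.34 and that panel was no longer called. Krt14 (−1.17) gained a call and H2-Aa (−0.94) lost it. In cell numbers, cTEC-like cells (−2.43), epithelial cluster 2 (−3.66) and clusters 1 (2.22), 5 (2.25) and 12 (2.64) were not called either, with fold changes close to those without the block, so these lost calls do not show a weaker effect.

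Leaving out 1 library leaves a group of 1, and the fit then assumes that this lone library varies like those of the other group. Of the comparisons, 129 values stayed as they were, 19 moved, 19 lost a call, 1 gained one and 8 reversed. In TECs the counts ranged from 420 to 1682 higher and from 445 to 2389 lower genes, with the fewest without Z/Z 1, and 720 and 991 without Z/Z 2. In fibroblasts they ranged from 15 to 99 higher and from 9 to 77 lower, below the full count whichever library was left out. In endothelial cells they ranged from 45 to 272 and from 32 to 270, with 272 and 213 without WT 1, 209 and 270 without WT 2, 45 and 32 without Z/Z 1 and 79 and 50 without Z/Z 2. Foxn1 ranged from −0.94 (without WT 1, called) to −0.42. The medullary panel ranged from −1.60 to −1.03 and lost its call without WT 1 (−1.38), WT 2 (−1.22) and Z/Z 1 (−1.03). The aaTEC marker panel ranged from 0.89 to 1.07 and lost its call without WT 1 (0.96) and WT 2 (1.04). The thymopoietic panel ranged from −0.80 to 0.27, reversed without WT 1, and the epithelial identity panel from −0.46 to 0.021, reversed without Z/Z 1.

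In cell numbers, the fold change ranged from 3.50 to 11.3 for aaTEC2-like cells, with the call lost without Z/Z 2 (3.95) and the highest value without WT 1, where the other WT library has a count of 0. It ranged from −3.58 to −1.47 for cTEC-like cells, not called whichever library was left out, and from −4.14 to −2.10 for tuft-like cells, not called without WT 1 (−2.64). It ranged from 1.66 to 2.66 for cluster 1, not called without WT 1 (1.66) or Z/Z 2 (2.44), from 2.11 to 2.46 for cluster 5, not called without WT 1 (2.33) or WT 2 (2.29), and from 1.99 to 6.35 for cluster 12, not called whichever library was left out. It ranged from −0.22 (without WT 1) to 1.30 for cluster 6 and from −0.93 to 5.20 (without WT 1) for neuro-like cells, none of them called. The difference in share ranged from −0.945 to 3.39 points for cluster 6, reversed without WT 1 (−0.945) and Z/Z 1 (−0.869), and from −0.344 to 0.373 for neuro-like cells, reversed without WT 2 (−0.344) and Z/Z 2 (−0.000915).

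Among single genes outside those comparisons, leaving out 1 library reversed Kitl in TECs (−0.18 without WT 2, range −0.18 to 0.55), Krt5 (0.43 without WT 2, range −0.57 to 0.43) and Prss16 (0.19 without WT 1, range −2.14 to 0.19), none of them called. It lost 23 calls and gained 8. In TECs, Il7 was not called without Z/Z 1 (0.94), and Ltbr was not called without WT 1 (0.89), Z/Z 1 (1.19) and Z/Z 2 (0.98). Genes that passed were Ccl25 (−2.85) and Psmb11 (−2.46) and Ly75 (−0.83) without WT 2, Cxcl12 (1.29), Enpep (2.20) and Krt14 (−1.55) without WT 1, Krt8 (0.99) without Z/Z 1 and Cd74 (−1.17) without Z/Z 2.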

Other observations

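In this part, the tests of the cluster with S100b, of the Pax genes, of the medullary panel and of the genes near Foxn1 were chosen only after the result was seen. The test of the changed genes without 3 clusters and both tests of the genes changed alike in 3 lineages were set before their results were seen.

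When the aaTEC1-like, aaTEC2-like and Aire-high clusters (epithelial cluster 2) were left out of the TEC sums, 249, 46, 1098 and 903 cells remained and 285 genes were called by edgeR, 76 higher and 209 lower, in place of 4235. Random draws of as many TECs per library, made 5 times, gave from 1724 to 2764 called genes. Fewer cells in the sums therefore do not account for the lower count, which is consistent with a large part of the TEC result coming from the number of cells in these clusters. In the same sums Foxn1 had a log2 fold change of 0.01, Pdpn of 0.93, Psmb11 of −2.68 and Ccl25 of −2.96, with no call for any of these genes. The thymopoietic panel had a mean of −1.27 there, with 0 genes higher and 9 lower, and passed by camera (adjusted p = 0.000205) but not by fry (adjusted p = 0.393). The cTEC-like cluster, with Psmb11, Prss16 and Ccl25 among its leading genes, held 44, 4, 11 and 34 of the remaining cells in the same library order. The lower panel in these sums may come in part from this smaller share in Z/Z. A lower level of the panel within classes stays open. After thinning, 17.0% of cells in epithelial cluster 2 and 0.742% of aaTEC2-like cells had a Foxn1 UMI, so its sums depend on the classes in them. Within the TECs outside these 3 clusters the thinned share with Foxn1 was 9.39% and 6.52% in WT and 12.3% and 13.0% in Z/Z, and within epithelial cluster 2 it was 13.3% and 28.0% in WT and 21.1% and 20.3% in Z/Z. A lower share within these groups of cells was thus not seen, and with 46 and 50 cells in WT 2 it was not excluded. A change of expression within classes was not excluded.

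The medullary panel was lower in the sums of all TECs, and the share of epithelial cluster 2 was also lower. Within that cluster, Aire had 366 and 404 CPM in WT and 668 and 531 CPM in Z/Z, a log2 ratio of the group means of 0.64. The ratios were 0.36 for Fezf2, 0.69 for Tnfrsf11a, −0.04 for Ltbr and −0.06 for Cd40. With the 3 clusters left out, the sums of the remaining TECs had a log2 fold change of 0.52 for Aire (SE 0.70). A lower share of epithelial cluster 2 may thus be the source of the lower Aire in the sums. In the remaining TECs, Fezf2 (−1.34, SE 0.46, adjusted p = 0.197), Tnfrsf11a (−1.02, SE 0.21, adjusted p = 0.0645) and Cd40 (−1.23, SE 0.35, adjusted p = 0.135) were still lower without passing, and the panel had a fry p of 0.0481, adjusted 0.193. In WT 1 and WT 2, epithelial cluster 2 held 2127 of 2312 and 458 of 468 Fezf2 UMIs of all TECs. It held 2634 of 2973 and 479 of 548 for Tnfrsf11a, and 1290 of 1485 and 285 of 304 for Cd40. These values argue against lower expression in other TECs as the main source of the lower sums of these 3 genes. Whether they are also lower in other TECs was not decided, because few cells were left in WT and none of the genes passed. The classes of the remaining cells also differ, with 38, 6, 7 and 23 tuft-like cells among 249, 46, 1098 and 903. Epithelial cluster 2 had 282, 50, 57 and 80 cells in WT 1, WT 2, Z/Z 1 and Z/Z 2, and it was defined without panel genes but on the same libraries, so a difference in which cells fall into it stays open. The higher Ltbr in the sums was not seen within the cluster, and outside the 3 clusters its fold change was 0.39 (SE 0.26).

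The cluster without a name held 152 cells, 113 from Z/Z 1 and 39 from Z/Z 2, with 0 from WT libraries. After thinning, 19.7% of its cells had a Sox10 UMI (95% Clopper-Pearson interval 13.7% to 27.0%). The highest share elsewhere was 11.3%, in aaTEC1-like cells, and fibroblasts had 0.0367%. Free RNA would give a like low share in all groups of cells, so it does not account for this difference. The thinned shares with Pax9, Pax1, Pdpn, Vim and Epcam were 46.1%, 30.3%, 77.0%, 46.1% and 10.5%, against 39.2%, 33.5%, 60.8%, 43.7% and 4.77% in aaTEC2-like cells, and counting the cluster as epithelium was tried as an alternative. The median doublet score was 0.0259 in the cluster and 0.0184 in other cells, and of 85 cells with a Sox10 UMI before thinning 63 also had a Pax9 UMI. These values do not exclude doublets. After thinning, S100b was found in 26.3% of the cluster's cells, against 1.35% of aaTEC1-like cells. The best match of the cluster was the list of Schwann cell markers (0.620). The study names S100b as a marker of nonmyelinating Schwann cells. Of that list only S100b reached 20% of cells, so the cluster was not named and its identity stays open. With 0 such cells in WT, a difference between sequencing runs also stays open, since the labels give no run and only the sharing of barcodes points to separate sets. A biological difference between genotypes stays open as untested. The WT libraries had few stromal cells, and the limits in the report cover counting error only.

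The aaTEC2-like cells had few Epcam UMIs, yet Pax1 and Pax9, which mark the epithelium of the pharyngeal pouch, had UMIs in 33.5% and 39.2% of them after thinning. In fibroblasts the thinned share with Pax9 was 0.550%, so free RNA does not account for these UMIs. Doublets of an epithelial and a mesenchymal cell would carry the Epcam of the epithelial partner. The thinned share with Epcam was 4.77% in aaTEC2-like cells, 86.5% in aaTEC1-like cells, 66.8% in epithelial cluster 2 and 66.7% in the remaining TECs. The thinned share with Pdgfra was 0.530% in aaTEC2-like cells against 53.0% in fibroblasts. The hypothesis that these cells are epithelial by origin is in line with both values, and was found and tested on the same data. Epcam and Pdgfra were also used to name the cluster, so the low shares of these genes are in part a result of the naming.

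Of 10875 genes tested in all 3 lineages, 15 were called in all, where 1.15 would be expected if calls were independent. The direction was the same for 13 genes, with 8 higher and 5 lower, and mixed for Csmd1 and Grasp. After subtraction of empty-droplet RNA, 1 of the 13, Ednrb, was still called in all lineages. Ednrb, Csmd1 and Grasp were named after their values were seen. Whether free RNA is the source of the other 12 was not decided. The subtraction removed a fixed 10% of each sum's UMIs, a share that was not estimated from the data. It also left fewer genes called, from 212 to 118 in endothelial cells. A difference between sequencing runs could change the 13 genes alike in all cells. It was not tested, since the labels give no run and only the sharing of barcodes points to separate sets. A response shared by the lineages to the loss of Foxn1 stays open as untested.

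Donor sequence around an altered allele can shift the mapping of nearby genes. Of the genes within 10 megabases of Foxn1, 20.6% of 374 were called in TECs, 4.11% of 292 in fibroblasts and 1.62% of 247 in endothelial cells. Elsewhere the shares were 22.4%, 2.998% and 1.87%. The smallest exact Fisher p over the lineages was 0.295. An excess near Foxn1 was thus not detectable. In TECs the window held too few genes to be the main source of 4235 calls, whatever the test gave. In fibroblasts 12 called genes lay in the window and 407 elsewhere, and in endothelial cells 4 and 208. These values speak against donor sequence within the window as a main source there. Donor sequence outside the window was not tested, and a change in a few single genes near Foxn1 is not excluded.

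Of 4 clusters within fibroblasts, 3 had shares that did not overlap between the groups. A cluster led by Postn held 57.9% and 66.5% of fibroblasts in WT and 15.0% and 13.3% in Z/Z. A cluster led by Kcnj8 and Vtn held 4.18% and 6.81% in WT and 44.6% and 16.8% in Z/Z, and a cluster led by Bmper, with Fgf10 and Fgf7 among its 10 leading genes, held 12.4% and 10.99% in WT and 24.3% and 44.7% in Z/Z. In the last cluster, led by Pi16, the groups overlapped, with 25.6% and 15.7% in WT and 16.1% and 25.2% in Z/Z. These shares were not tested, and these genes were named after their values were seen. The higher Fgf7 and Fgf10 in the fibroblast sums may come in part from the larger share of the Bmper cluster, which was not tested.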
